A study of Mus musculus with 18 samples. Its data were reported in "Nrf2 overexpression rescues the RPE in mouse models of retinitis pigmentosa" (2021).

How the data were processed

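RNA of the RPE was profiled by sequencing in 9 *rd1* mice at P40. Per the labels, 1 eye of each mouse received the Best1-Nrf2 vector, which carries the human cDNA, beside the Best1-GFP vector, which was given alone to the fellow eye. The retina was taken off, RNA was collected from the eyecup, and poly(A) RNA was amplified with a low-input kit before library preparation. No molecular identifiers are described, so reads that arose by PCR were not independent molecules, and count-based precision covers counting error only. The libraries were sequenced in separate runs, but the labels do not say which library was in which, so the run could not be used as a term.

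The authors aligned reads to mm10 with Ensembl transcripts using STAR, counted them per gene with featureCounts, and in parallel estimated transcript levels with Salmon, which they brought into DESeq2 by tximport. Versions of these tools are not stated. The deposited table holds expected counts per Ensembl gene, rounded to whole numbers and not scaled between libraries. That unit was inferred from the values, because near-identical paralogs hold the same values in every library, and the table does not say which counter made it. No gene had been removed for low counts. Symbols were found for 47224 of the 47729 gene IDs. Coordinates are from GENCODE mouse release 21 on GRCm38, the assembly that mm10 denotes, which is another annotation release than the authors'.

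Library totals ranged from 18956748 to 49598700 counts. No pair of libraries of the same group was close enough to be a duplicate: over 72 pairs, the chi-square per degree of freedom was 44.5 or more. The numbers in the labels were taken as animals. Expression gave little independent evidence of the pairs, as the median correlation between the eyes of a mouse, after the group means were removed, was -0.00095 (range, -0.37 to 0.64). Y-linked *Ddx3y* was found in both groups at like levels (62.8 ± 16.3 CPM with Best1-Nrf2 and 64.9 ± 21.3 CPM in controls; SD, n = 9 each), so sex did not help to tell the animals apart. None of the 5 sex-linked genes tested differed between groups (median log2 fold change, -0.29).

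Analyses were done in R 4.3.3. Genes were kept by filterByExpr, libraries were scaled by TMM, and the quasi-likelihood F test of edgeR 4.0.16 was applied to a model with mouse as a block and group as the term of interest. P values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Log2 CPM values used a prior count of 2. The standard error of a log2 fold change was obtained from the F statistic. Named in the text are *Nfe2l2*, the genes the study names, and the 5 genes with the largest rise and the 5 with the largest fall among those past the threshold with a mean log2 CPM of at least 2 and the same direction in all 9 mice. The tests, the 13 gene lists, the list of genes the study names and the alternatives were fixed before the data were examined. The lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, and adjusted over the 13 lists. They overlap: 20 canonical Nrf2 targets and 13 glutathione genes are also in another list. Reactome sets from fgsea 1.28.0 with 10 to 300 tested genes were tested in the same way. List scores per mouse were differences in mean log2 CPM between eyes, with a 2-sided exact sign-flip permutation test (smallest p, 0.0039). Further lists served only for the closing observations. An inner retina list of 17 genes was written before its values were seen, and lists of 8 retinoid cycle and 5 pigment genes were chosen after theirs were. Reads shared between genes were estimated as the percentage of a gene's 31-base words that occur in other annotated genes.

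The alternatives were a model without the replicate block, edgeR's RLE scaling, upper-quartile scaling, DESeq2 1.42.0, limma voom with sample weights, no count filter, a filter of at least 10 counts in every library, an adjusted p threshold of 0.1, a covariate for the mean log2 CPM of rod and cone markers, fry, camera with an estimated correlation, and leaving out both eyes of each mouse in turn. The methods were tested on simulated data with 200 planted changes. Counts were drawn at the dispersion trend fitted by edgeR, without scatter of single genes around it, so the shares below hold for that setting only. There, edgeR recovered 83.5% of them, DESeq2 91% and voom 87.5%. The share of false calls was 2.91% with edgeR, 25.7% with DESeq2 and 3.31% with voom. No library was left out.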

Results

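Transcriptome profiles of the retinal pigment epithelium (RPE) were compared between the eyes of *rd1* mice at P40. The *rd1* strain carries a mutation in *Pde6b* and loses its rods early in life. In each mouse, 1 eye had received an adeno-associated virus (AAV) that expressed the human *NFE2L2* (*Nrf2*) cDNA from the RPE promoter Best1, together with AAV-Best1-GFP, and the fellow eye had received AAV-Best1-GFP alone. These groups are called Best1-Nrf2 and control here. There were 9 libraries of amplified poly(A) RNA in each group, 18 in all, and the labels gave both eyes of an animal the same number. The comparison between eyes asked which RPE genes responded to Nrf2 in the degenerating eye, and whether the genes of glutathione synthesis and of other antioxidant systems were among them.

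Library totals were similar between the groups. The mean total was 34755470 ± 7454669 counts in control libraries (SD, n = 9) and 39107532 ± 5045076 counts in Best1-Nrf2 libraries (SD, n = 9). The range was 18956748 to 44054836 in control and 32839893 to 49598700 in Best1-Nrf2 libraries. The within-mouse difference was no larger than its spread (2-sided exact sign-flip permutation test, p = 0.152, higher in 5 of 9 mice). Control replicate 8 had the smallest library. Of 47729 genes in the count table, 11819 had no count in any library, and 18958 were tested, which together held 99.87% of all counts. In a principal component analysis, the first and the second component did not separate the eyes of a mouse (exact sign-flip p = 0.539 and 0.254), whereas the third, with 13.9% of the variance, did (exact sign-flip p = 0.0039, the smallest that 9 pairs allow).

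*Nfe2l2* (ENSMUSG00000015839, GRCm38 chromosome 2, 75675513–75704641, minus strand, protein coding, 6 exons) was examined first, as the mouse counterpart of the delivered cDNA. Its level was 89.7 ± 17.8 CPM (counts scaled to the TMM-adjusted library total) in control eyes and 453 ± 147 CPM in Best1-Nrf2 eyes (SD, n = 9 each). The log2 fold change in the paired edgeR model was 2.29 (SE 0.21, adjusted p = 6.21e-05), and the gene was higher in the Best1-Nrf2 eye of 9 of 9 mice. Gene-level counts cannot part reads of the human cDNA from those of the mouse transcript, so the value may hold both. Of the alternatives, a covariate for photoreceptor markers moved it most, to 1.87 (adjusted p = 0.116).

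Across all genes, 806 differed between the eyes at an adjusted p under 0.05 in the paired edgeR model. Of these, 592 were higher with Best1-Nrf2 and 214 were lower. A change of more than 2-fold was estimated for 661 of them, and 609 moved in the same direction in all 9 mice. At an unadjusted p under 0.05 there were 2434 genes. The count depended most on the photoreceptor covariate, under which 41 genes passed (35 of them among the 806), and on the tool, since DESeq2 called 1628. Without the replicate block for mouse, 742 genes passed, of which 647 were among the 806. Single mice moved the number of lower genes. It was 116 without mouse 1, 128 without mouse 3, 129 without mouse 5, 124 without mouse 7 and 130 without mouse 9.

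**Figure D1:**
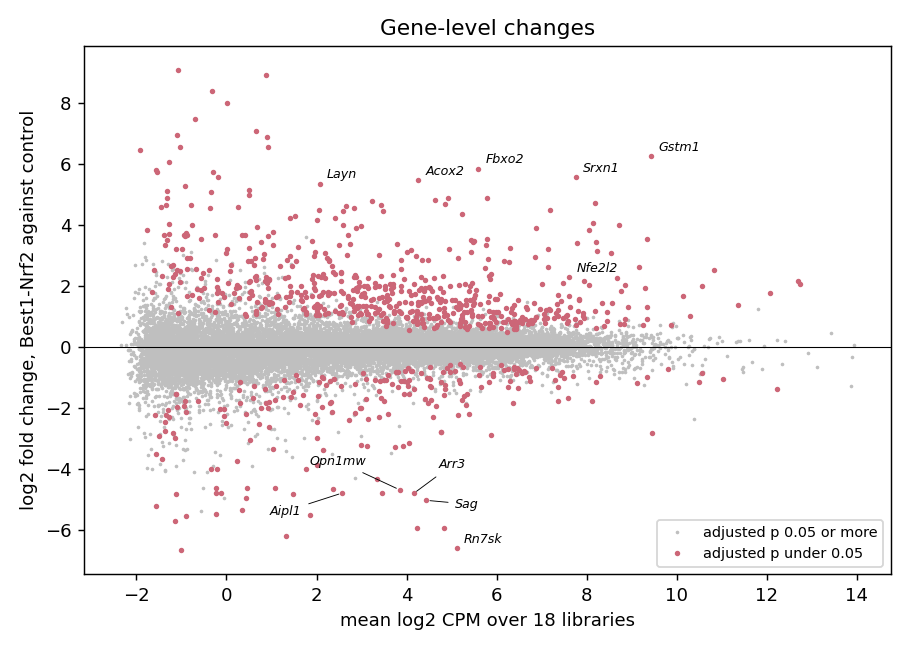
Log2 fold change of Best1-Nrf2 against control eyes (vertical axis) by mean log2 CPM over 18 libraries (horizontal axis) for the 18958 tested genes, 1 point per gene, with genes at an adjusted p under 0.05 in red. Of the 806 red points, 592 lie above 0, and *Nfe2l2* and the genes with the largest changes by the rule for naming genes are labelled.

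The genes that the study names for glutathione synthesis, export and recycling, thioredoxin reduction, the pentose phosphate pathway and superoxide defence were then examined. Of these 17 genes, 13 were higher over all genes tested and 15 were higher when adjusted over the list alone. The list was chosen on RPE samples of the same study, so neither count is independent evidence. It leaves out the glutathione peroxidase isozymes, which the study also reports as upregulated, without gene symbols. Of these, *Gpx4* (log2 fold change, 1.23, adjusted p = 0.0691, higher in 9 of 9 mice) and *Gpx1* (0.69, adjusted p = 0.132) did not pass over all genes tested. Nor did *Gpx2*, *Gpx3*, *Gpx7* and *Gpx8* (adjusted p from 0.742 to 0.999). Among the 17 genes, the changes were as follows. *Gclc* (ENSMUSG00000032350, chromosome 9, 77754535–77794485) had the largest change, from 60.8 ± 20.2 to 1972 ± 1221 CPM (SD, n = 9 each), with a log2 fold change of 4.72 (SE 0.45, adjusted p = 7.79e-05). *Gclm* (ENSMUSG00000028124, chromosome 3, 122245557–122270732) rose from 92.2 ± 16.5 to 1076 ± 476 CPM, a log2 fold change of 3.43 (SE 0.23, adjusted p = 8.06e-06). *Txnrd1* (ENSMUSG00000020250, chromosome 10, 82833951–82897712) rose from 70.1 ± 15.5 to 1354 ± 692 CPM, a log2 fold change of 4.08 (SE 0.36, adjusted p = 4.13e-05). Each was higher in the Best1-Nrf2 eye of 9 of 9 mice. The log2 fold changes were 2.80 for *Gss*, 3.53 for *Slc7a11*, 2.06 for *Gsr*, 2.95 for *Abcc4* and 2.63 for *Pgd*. They were 1.71 for *G6pdx* and 1.67 for *Taldo1*, and these 7 genes also rose in 9 of 9 mice.

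The γ-glutamyl transferase genes did not move together. *Ggt5* rose by 3.36 on the log2 scale (adjusted p = 0.00299, higher in 9 of 9 mice). *Ggt1* (0.58, adjusted p = 0.239, 6 of 9 mice) and *Ggt7* (0.90, adjusted p = 0.354, 6 of 9 mice) did not pass over all genes tested. The log2 fold change of *Ggt6* was -0.13 (adjusted p = 0.961, lower in 5 of 9 mice), and it was 0.18 without mouse 6. Among the superoxide genes, *Sod2* rose by 0.93 (adjusted p = 0.00818, 9 of 9 mice), although 26.6% of its 31-base words are shared with other annotated genes. *Sod1* did not pass (0.40, adjusted p = 0.708, 6 of 9 mice), and its change was 0.17 without mouse 6 and 0.60 without mouse 5. *Cat* rose by 1.15 (adjusted p = 0.0252, 9 of 9 mice), but lost its call without the replicate block (adjusted p = 0.0556). It also lost its call without mouse 2 (adjusted p = 0.0637), 4 (0.0720), 5 (0.0785), 7 (0.0813) or 8 (0.0627).

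**Figure D2:**
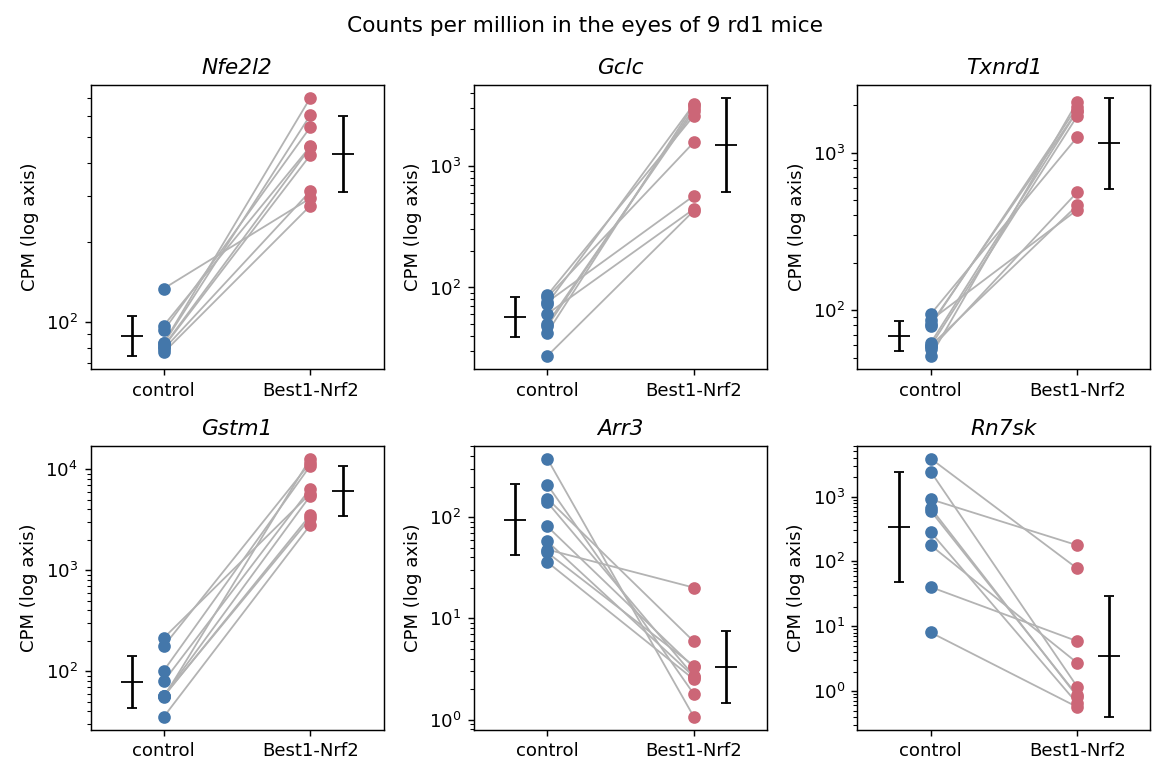
CPM on a log axis for *Nfe2l2*, *Gclc*, *Txnrd1*, *Gstm1*, *Arr3* and *Rn7sk* in control (blue) and Best1-Nrf2 (red) eyes, with a grey line joining the eyes of each of 9 mice. The black dash and bar beside each group give the mean and SD of the log2 CPM values, and *Nfe2l2*, *Gclc*, *Txnrd1* and *Gstm1* rise and *Arr3* and *Rn7sk* fall in 9 of 9 mice.

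Among genes with a mean log2 CPM of at least 2 and the same direction in 9 of 9 mice, 329 rose and 97 fell past the threshold. The largest rise was that of *Gstm1* (ENSMUSG00000058135, chromosome 3, 108012255–108017973), from 92.7 ± 61.8 to 6924 ± 3809 CPM (SD, n = 9 each), a log2 fold change of 6.26 (SE 0.35, adjusted p = 4.78e-06). Of its 31-base words, 28.8% are shared with other genes, so its level may include reads of relatives. *Fbxo2* (5.84), *Srxn1* (5.56), *Acox2* (5.47) and *Layn* (5.35) came next by log2 fold change. The largest fall was that of *Rn7sk* (ENSMUSG00000065037, chromosome 9, 78175303–78175633), a small nuclear RNA gene without introns. Its level fell from 994 ± 1299 to 29.8 ± 60.8 CPM (SD, n = 9 each), a log2 fold change of -6.60 (SE 1.17, adjusted p = 0.00589). Its levels ranged from 8.01 to 3848 CPM among the control eyes, and 72.8% of its words are shared with other genes. The other genes with the largest falls encode photoreceptor proteins. These were *Sag* (-5.03), *Arr3* (-4.80), *Aipl1* (-4.79) and *Opn1mw* (-4.68) by log2 fold change.

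To ask whether these changes extended to pathways and to markers of neighbouring cells, 13 gene lists were tested with camera. Canonical Nrf2 targets had the largest rise, with a median log2 fold change of 2.60 (adjusted p = 2.07e-151), and 37 of 39 genes passed over all genes tested and 37 when adjusted over the list alone. The 46 genes of glutathione metabolism had a median of 0.64 (adjusted p = 6.98e-36). Of these, 17 were higher over all genes and none was lower, whereas 23 were higher and 2 lower when adjusted over the list alone. For thioredoxin and peroxiredoxin genes the median was 0.42 (adjusted p = 2.15e-13, 4 of 13 genes higher, 5 when adjusted over the list alone), and it was 0.26 without mouse 8. The pentose phosphate pathway had a median of 0.34 (adjusted p = 3.42e-06, 4 of 11 genes higher, 4 when adjusted over the list alone). For superoxide dismutase and catalase genes it was 0.40 (adjusted p = 0.00776, 2 of 5 genes higher, 2 when adjusted over the list alone), and 0.60 without mouse 5. The mean score of each of these 5 lists was higher in the Best1-Nrf2 eye of 9 of 9 mice (exact sign-flip p = 0.0039, adjusted p = 0.0063 over the 13 lists).

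Markers of photoreceptors and of the RPE were lower with Best1-Nrf2 in these eyecups, from which the retina had been removed. These are RNA levels and not cell counts, and by microscopy the paper reports less damage to RPE and cones with Best1-Nrf2. All 11 cone markers passed over all genes, and 11 when adjusted over the list alone. Their median log2 fold change was -3.25 (adjusted p = 6.88e-28), and the score was lower in 9 of 9 mice (exact sign-flip p = 0.0039), by the least in mouse 6 (-0.04). Rod markers had a median of -1.45 (adjusted p = 2.87e-06), with 5 of 13 genes lower and 1 higher both over all genes and when adjusted over the list alone, and a score lower in 8 of 9 mice (exact sign-flip p = 0.0078). That median depended on the model, the filter and single mice. It was -0.71 without the replicate block, -0.70 with no count filter and -0.55 among genes with at least 10 counts in every library, and it was -0.86 without mouse 5 and -0.76 without mouse 9. The 26 RPE markers had a median of -0.40 (adjusted p = 1.28e-07), with 8 lower over all genes and none higher. When adjusted over the list alone, 11 were lower and 2 higher. The score was lower in 8 of 9 mice (exact sign-flip p = 0.0234). Chosen after the values were seen, *Rpe65* (chromosome 3, 159599175–159625321) had 2021 ± 846 CPM in control and 297 ± 177 CPM in Best1-Nrf2 eyes (SD, n = 9 each), a log2 fold change of -2.81 (SE 0.31, adjusted p = 2.41e-04, lower in 9 of 9 mice).

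Macrophage and microglia markers were higher, with a median log2 fold change of 1.23 (adjusted p = 2.96e-15). Over all genes 10 of 20 were higher and none was lower, and 12 were higher and 1 lower when adjusted over the list alone. Fibroblast and sclera markers had a median of 0.56 (adjusted p = 0.00135, 1 of 11 genes higher, 2 when adjusted over the list alone). Both scores rose in 9 of 9 mice (exact sign-flip p = 0.0039). Müller glia (median, -0.27, adjusted p = 0.514, score lower in 6 of 9 mice), endothelial (0.06, adjusted p = 0.919, higher in 4 of 9 mice) and red blood cell lists (0.47, adjusted p = 0.332, higher in 7 of 9 mice) did not pass, and no gene of these lists passed over all genes tested. When adjusted over the list alone, 1 Müller glia gene was higher. The medians of these lists moved with the model and with single mice. Without the replicate block, the Müller glia median was 0.35 (adjusted p = 0.821) and the endothelial median was 0.26 (adjusted p = 0.745). Without mouse 5, the red blood cell list passed (median, 0.81, adjusted p = 0.0110), and without mouse 6 its median was 0.14 (adjusted p = 0.775). Without mouse 9, the Müller glia median was -0.12 (adjusted p = 0.838). The endothelial median was 0.09 without mouse 4, 0.01 without mouse 5, -0.06 without mouse 6 and 0.17 without mouse 8. The 10 lists that passed under camera also passed under fry. As many lists passed in 16 of 100 random exchanges of eyes under camera and in 1 of 100 under fry, the real assignment included. None of the 49 exchanges of 4 or 5 of the 9 mice, which are farthest from the real assignment, gave as many. Up to 6 lists passed in them (median, 2), so a single list passing under camera is weak evidence by itself. With the inter-gene correlation estimated for each list, superoxide dismutase and catalase (adjusted p = 0.105), RPE markers (0.115) and fibroblast and sclera markers (0.0742) did not pass. The other lists that passed under camera still did, at far larger p values (adjusted p = 1.94e-04 for canonical Nrf2 targets).

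**Figure D3:**
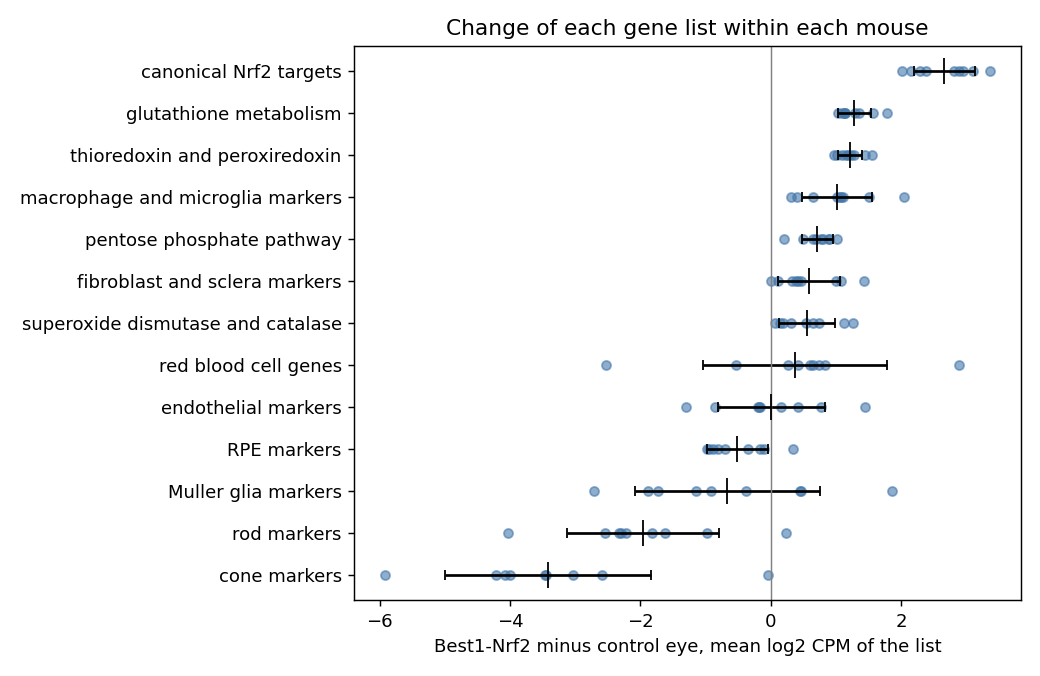
Within-mouse change in the mean log2 CPM of each of the 13 lists (horizontal axis, Best1-Nrf2 minus control eye), 1 point per mouse for 9 mice, with the mean and SD in black. Cone markers fall in 9 of 9 mice, with mouse 6 at -0.04, and canonical Nrf2 targets rise in 9 of 9 mice.

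Of 876 Reactome pathways, 39 passed under camera, 31 higher and 8 lower, and 28 of these also passed under fry. That number was no larger than exchanges of eyes at random gave (median, 103 pathways), so the pathways are given as a ranking only. Glutathione conjugation ranked at the top (28 genes, median log2 fold change, 1.61, adjusted p = 8.00e-49). Phase II conjugation was next (59 genes, 0.33, adjusted p = 1.80e-26). Initial triggering of complement was also higher (11 genes, 1.14, adjusted p = 1.08e-08). The phototransduction cascade (26 genes, -0.39, adjusted p = 5.27e-06) and the canonical retinoid cycle (14 genes, -0.78, adjusted p = 5.27e-06) were lower, and the latter did not pass under fry (adjusted p = 0.0643).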

Values the study reported

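For the *rd1* RPE at P40, the study gave 1640 genes as differentially expressed between treated and untreated eyes, from 4 paired replicates. The corresponding numbers were 2223 genes in *rd1* RPE at P20 and 1807 genes in WT RPE at P40.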

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

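Per library and group, 42 measures were screened for a highest or lowest library whose gap to the nearest other library, relative to the group's range, was above the 95% critical value of Dixon's test. Of the 84 screened groups, 8 had such a library, where 4.2 would by chance. The tests of treated-eye RNA in control replicate 8 and of exchanged eyes in mouse 6 were chosen after the result was seen.

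Control replicate 8 accounted for 3 of the 8. Its RPE marker score was 7.36 (mean log2 CPM), against 8.68 in the next control eye. Its *Nfe2l2* level was 7.06 (log2 CPM), against 6.60, and its *Taldo1* level was 10.9, against 9.46. This was the smallest library. Thinning the other control libraries to its total shifted their RPE marker scores by at most 0.0609, far less than the gap of 1.32, which argues against depth. RNA of the treated eye was considered next. The target score of this library was the highest of the control eyes (6.335, against 6.325 in the next), as such an admixture would give, but by far less than the distance to its treated eye (8.48). A further test, chosen after that rank was seen, put the share of treated-eye RNA that its target genes allow at 2.76%. This is a median over the genes and not a limit. Single genes differed: *Taldo1* was at 1895 CPM, near the 2004 CPM of the treated eye, whereas *Gclm* was the lowest of the control eyes. The RPE marker score of that treated eye was 7.70. Its RNA could lower a score like that of the other control eyes (8.68 or more), but not as far as the 7.36 of this library. Among 7 lists for other cell types, 0 were highest in this library among the control eyes, which argues against RNA of those cell types in place of RPE RNA. Differences between animals in injection, dissection or degeneration stay open and were not tested. The design gives no biological group within the controls.

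The Best1-Nrf2 eye of mouse 6 had the highest cone marker score of its group, 3.94, against 2.19 in the next. Its *Nfe2l2* level was above that of the fellow eye by 1.84 on the log2 scale, which argues against exchanged eyes. Neural retina carried over into this sample is a candidate explanation: its inner retina score ranked 1 of the 9 Best1-Nrf2 eyes (6.84, against 5.38 in the next and a median of 2.23 in control eyes). That rank was predicted before it was seen, but it is a single library. In the same library *Ggt6* had the lowest level of the group, -1.79 (log2 CPM, 10 counts), against 0.83, and no explanation of this was tested. No biological explanation was tested for this mouse.

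In control replicate 3, *Gss* (4.15, against 4.71 in the next library) and *Srxn1* (3.88, against 4.79) were the lowest of the control eyes in log2 CPM. A few genes taking most of the counts is a candidate explanation, as the 10 most abundant genes held 22.1% of this library, the most of any control. Under upper-quartile scaling, 0 of these 2 genes stood apart. Their gaps relative to the range went from 0.507 for each to 0.380 for *Gss* and 0.404 for *Srxn1*. Both gaps had been only just over the critical value, so this is weak evidence. In control replicate 9, *Ggt5* had the lowest level, -1.34 (19 counts), against 0.80. No explanation, technical or biological, was tested for *Ggt5*, and no biological one for control replicate 3.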

How the results depend on the processing

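Every named gene other than *Ggt6*, and every list other than the Müller glia and endothelial lists, kept its direction under the alternatives run for it. No adjusted p of the *Nfe2l2* level under an alternative was over the threshold except with the photoreceptor covariate. For the results that changed, the cause was not tested unless one is stated.

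The tool and the photoreceptor covariate moved the gene counts most. DESeq2 called 1628 genes, 1021 higher and 607 lower, and voom called 1426, 924 higher and 502 lower. All of the 806 genes were among those of DESeq2, and 802 among those of voom. In the simulated data 25.7% of the DESeq2 calls were false. With the photoreceptor covariate 41 genes passed, 35 higher and 6 lower, and 28 of the 806 changed sign. The *Nfe2l2* change was then 1.87 (adjusted p = 0.116). In all, 22 results were weaker under this covariate. Group explained 81.0% of its within-mouse variance, so it removes much of the comparison itself, and a change through photoreceptor RNA cannot be separated from the group effect by it.

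Without the replicate block, 742 genes passed, 563 higher and 179 lower. RLE scaling gave 794 genes, upper-quartile scaling 786, no count filter 807, at least 10 counts in every library 660, and an adjusted p under 0.1 gave 1030. Without single mice, the number of genes ranged from 540 (without mouse 7) to 1046 (without mouse 6), and the number of lower genes from 116 (without mouse 1) to 320 (without mouse 6). All libraries were above the depth at which a mouse was to be left out, so that alternative gave no value.

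With the correlation estimated for each list, the adjusted p was 0.105 for superoxide dismutase and catalase, 0.115 for RPE markers and 0.0742 for fibroblast and sclera markers. Other adjusted p values ran from 0.00103 to 0.0384, from 8.05e-10 to 0.00828, and from 2.24e-05 to 0.0108 under the alternatives of these lists. With at least 10 counts in every library, the Müller glia list turned to higher (adjusted p = 0.609) and the endothelial list to lower (0.875). The endothelial list also turned to lower without mouse 1, 2, 6 or 7, with adjusted p values from 0.330 to 0.959 over the fits that left out a mouse. For the red blood cell list they ran from 0.0110 (without mouse 5) to 0.775. Over the fits that left out a mouse, the log2 fold change of *Ggt6* ran from -0.35 to 0.18 and was above 0 only without mouse 6, and with the photoreceptor covariate it was -1.56. Under camera, 35 Reactome pathways passed without the replicate block, 38 with RLE scaling and 28 among genes with at least 10 counts in every library.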

Other observations

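The tests of retinoid cycle against pigment genes, of macrophage against endothelial and fibroblast markers, of histone genes, of the relation to the *Nfe2l2* rise and of glutathione transferases with few shared words were chosen after the result was seen. The others were set before the values they measure were seen. Sequencing run was not given per library, so a difference between runs could not be tested for the patterns below. By the doses in the paper, Best1-Nrf2 eyes also received more vector in total than control eyes, with a second capsid. An effect of the vector load can therefore not be separated from that of Nrf2 in any of these patterns.

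To ask how often other assignments of the eyes give as much, the eyes of some mice were exchanged at random, in 100 of the 256 possible ways, the real one included. Only 1 of the 100, the real one, gave 806 changed genes or more (the next gave 497), and only 1 gave 592 or more in a direction. As many as 214 or more in a direction were given by 2 of the 100. For the lists under camera, 16 of the 100 gave 10 or more past the threshold, and for Reactome pathways 82 gave 39 or more. An exchange of 1, 2 or 3 mice, or of all but so many, leaves much of the real assignment in place, and for the lists these were the exchanges that gave 10 or more. Of the 49 that exchanged 4 or 5 of the 9 mice, 0 gave as many lists (at most 6, median 2). The number of lists was therefore above that of these exchanges. As some lists passed in them too, a single list passing under camera is weak evidence by itself. For Reactome pathways 41 of these 49 gave 39 or more (median, 117), so camera with a preset correlation called as many pathways without the real assignment, and their number is not evidence of a response. Under fry, 10 lists passed and 1 of the 100 gave as many. Of Reactome pathways, 44 passed under fry and 2 of the 100 gave as many.

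The fall of cone markers was followed up, because Nrf2 was expressed in the RPE and the retina had been removed. The median change of the list was -3.21 with all libraries thinned to the smallest total. After trends on GC content and transcript length were removed, the mean change of the score over 9 mice was -3.42 (exact sign-flip p = 0.0039). Both values argue against depth and base composition as the whole cause. A smaller amount of whole neural retina in the Best1-Nrf2 samples would lower inner retina genes as well. The cone score fell by more than the inner retina score in 8 of 9 mice (mean difference, -3.36, exact sign-flip p = 0.0078). The inner retina score itself varied widely between mice (mean change, -0.06 ± 2.63, SD, n = 9, 14 of 17 genes tested). No gene of the cone list is in another list, and its *Opn1sw*, chosen after its values were seen, had 215 ± 243 CPM in control and 6.10 ± 9.70 CPM in Best1-Nrf2 eyes (SD, n = 9 each). The paper reports fewer craters in the cone layer and a small rise in its central cone ratio with Best1-Nrf2. It also reports better preserved RPE microvilli by electron microscopy. The fall here is of RNA in eyecups without the retina, so it does not show a loss of cones. As a hypothesis, fewer cone fragments may stay attached to, or be taken up by, RPE that expresses Nrf2. A separation of retina and RPE at another plane would look alike, and was not tested.

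Retinoid cycle genes (*Rpe65*, *Lrat*, *Rlbp1*, *Rdh5*, *Rdh10*, *Rgr*, *Rrh* and *Stra6*) were lower with Best1-Nrf2, 6 of 8 past the threshold and 5 under upper-quartile scaling. The mean change of their score was -1.18 ± 0.58 (SD, n = 9). Thinning left a median of -1.11, and removing GC and length trends left a mean of -1.20 (exact sign-flip p = 0.0039). If pigment genes track the share of RPE RNA, a lower share would lower them alike. The pigment score changed by -0.06 ± 0.81 (SD, n = 9). The retinoid cycle genes fell by more in 8 of 9 mice (mean difference, -1.12, exact sign-flip p = 0.0078). Whether pigment genes track the RPE share was not tested, and both lists were chosen after their values were seen. The contrast therefore cannot decide on a lower RPE share. The pigment genes went both ways, with *Tyr* at 0.78 and *Pmel* at -0.56 by log2 fold change. Of RPE markers in neither list, *Slc6a20a* (-1.14) and *Ermn* (-0.96) also fell past the threshold. *Best1* (0.97), *Ttr* (0.44) and *Cdh3* (0.20) rose without passing it. A lower RPE share stays open as a cause. A lower expression of visual cycle genes in RPE with raised Nrf2 is another hypothesis. It was found and tested on the same eyes.

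Macrophage and microglia markers rose. Chosen after their values were seen, *C1qa* went from 10.7 ± 4.06 to 44.6 ± 22.6 CPM and *Tyrobp* from 10.1 ± 10.1 to 39.7 ± 32.6 CPM (SD, n = 9 each). The median change was 1.24 after thinning, and the mean change of the score was 0.989 after GC and length correction. With the haemoglobin share of each library as a covariate the median was 1.13, which argues against blood. A lower share of RPE RNA would raise all other cell types, but macrophage markers rose by more than endothelial markers in 7 of 9 mice (mean difference, 1.01, exact sign-flip p = 0.0195). This argues against a lower RPE share as the whole cause. As a part of the cause it stays open, since fibroblast and sclera markers rose in 9 of 9 mice (mean change, 0.58) and RPE markers fell in 8 of 9. The rise of macrophage over fibroblast markers was not past the threshold (mean difference, 0.44, higher in 8 of 9 mice, exact sign-flip p = 0.0859). Not all of the macrophage list rose. By log2 fold change *Csf1r*, also chosen after its values were seen, was at -0.97 (adjusted p = 0.113, lower in 8 of 9 mice). *H2-Eb1* was at -0.70 (adjusted p = 0.697, lower in 6 of 9 mice). *Ptprc* was at -0.12, *Cd14* at 0.15, *H2-Aa* at 0.12 and *H2-Ab1* at 0.11. More immune cells at the RPE, or a change of expression in the cells present, may account for the rise, and neither was tested. Either could follow from the larger vector load of these eyes as well as from Nrf2.

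*Rn7sk* had the largest fall among the genes that met the rule for naming, in libraries made from poly(A) RNA. As its transcript has no poly(A) tail, a different carry-over of such RNA between eyes was tested on 30 other small RNA genes. Their median log2 fold change was -0.64, and their score fell in 8 of 9 mice (exact sign-flip p = 0.0078). Chosen after their values were seen, *Rn7s1* (-2.79), *Rpph1* (-6.21) and *Rmrp* (-6.67) fell past the threshold. The median was -0.64 under RLE and -0.68 under upper-quartile scaling. Only 2 of the 30 had a mean log2 CPM of 2 or more. Histone genes without poly(A) tails gave no decision: their score changed by -0.43 ± 0.59 (SD, 43 genes, lower in 7 of 9 mice, exact sign-flip p = 0.0664). A technical carry-over is therefore a candidate explanation of the *Rn7sk* fall. Of the 30 genes, 5 fell past the threshold (*Rn7s1*, *Rn7s2*, *Rpph1*, *Rmrp* and *Vaultrc5*). For these and *Rn7sk*, lower synthesis of the RNAs of polymerase III stays open. It would not cover the snoRNA genes among the 30, and none of those passed. Their log2 fold changes ran from -0.93 (*Snord13*) to -0.04 (*Snora78*). They cannot decide between the explanations, as their mean log2 CPM was -0.07 or less.

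The size of the target response differed between mice, from 2.02 (mouse 6) to 3.37 (mouse 4) in mean log2 CPM of the canonical targets. It followed the size of the *Nfe2l2* rise over 9 mice (Pearson r = 0.844, exact permutation p = 0.0029, adjusted p = 0.0088 over 3 relations; Spearman rho = 0.9, exact permutation p = 0.0020). Without mice 4 and 8, the farthest from the median, r was 0.819. Of 10000 random lists of like expression 0% had an r as high (median r, -0.455), which argues against a scaling error shared by both measures. The mitochondrial share of the treated library gave r = -0.475 (exact permutation p = 0.199, adjusted p = 0.299; rho = -0.383, exact permutation p = 0.312), and 0.09 without mice 3 and 6. It cannot be told apart from no relation with 9 mice. The third relation, between that share and the *Nfe2l2* rise, gave r = -0.140 (exact permutation p = 0.721, adjusted p = 0.721; rho = -0.1, exact permutation p = 0.810), and -0.07 without mice 3 and 6. The data suggest that the extent of infection or expression may set the response, but this was found and tested on the same mice.

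*Gstm1* shares 28.8% of its words with relatives, so reads of near-identical genes could have spread a rise over the family. Of 13 tested *Gsta*, *Gstm* and *Gstp* genes, 11 were higher, and so were 11 under RLE and under upper-quartile scaling. The 5 members with less than 5% of shared words (*Gsta3*, *Gsta4*, *Gstm4*, *Gstm5* and *Gstm7*) had a median log2 fold change of 1.48, and 4 of them were higher past the threshold, so shared reads are not the whole cause.

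The number of changed genes here was 806. That is lower than the value quoted from the study above. With DESeq2, the tool of the study, 1628 genes passed here, over all 9 labelled pairs, which are more pairs than the study used.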
